A study of Tetranychus urticae with 6 samples.

How the data were processed

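Gene expression was measured in adult female two-spotted spider mites (Tetranychus urticae) with a custom 2-colour Agilent array of the 8x60K format. Per the labels' protocols, each RNA sample came from 50 mites, 100 ng of total RNA was labelled, and RNA was prepared in 3 biological replicates of each of 3 selection regimes, called HOM, SPA and TEM. Each of the 6 arrays held cRNA of TEM or SPA mites labelled with Cy5 and cRNA of HOM mites, the control, labelled with Cy3. There were 3 TEM arrays and 3 SPA arrays and no dye swap. Which of the 3 HOM samples was on which array is not given in the sources used here.

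Per the file headers, the arrays were read with Agilent Feature Extraction 10.7, and the deposited scanner files hold linear intensity values: a median signal and a median local background per spot and channel, with quality flags and Agilent's processed signals. Per the file headers, the deposited scanner files also hold a log10 ratio of Cy5 over Cy3 for each spot, computed by Feature Extraction from background-subtracted and dye-normalized signals. The deposited series table holds log10 ratios. On each of the 6 arrays its largest difference from the log10 ratio in the scanner file was 0, which settles its scale and direction, and its median was 0 on every array. The scanner files write decimal commas, which were read as decimal points. The files hold median and not mean spot signals, so the medians were used where mean signals had been planned. The labels name limma for the authors' own statistics; its settings are not given in the sources used here.

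Intensities were corrected with normexp (offset 50) on the median signals and median backgrounds, and log2 ratios of Cy5 over Cy3 were normalized by loess within each array with limma 3.58.1 in R 4.3.3. Control spots and spots with an outlier flag had weight 0 in the loess and were left out afterwards. Each array held 62976 spots, of which 1319 were controls. The remaining 61657 spots represented 56184 probes, of which 51766 carried 1 gene identifier, 3703 carried several and 715 carried none. Spots of a probe were averaged. A probe was kept when it was well above background in either channel on at least 3 of the 6 arrays, which left 41683 probes, 38603 of them with a single gene identifier. The probes of a gene were averaged, and probes with several identifiers or none were left out of the comparisons. The 14712 genes with a value on all 6 arrays were tested, 10430 of them with 3 or more probes.

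All 6 arrays entered a single limma fit with a coefficient for TEM and a coefficient for SPA, so that both comparisons with HOM and the contrast of TEM with SPA shared an estimate of the spread with 4 residual degrees of freedom. Tests were two-sided, with empirical Bayes variances and Benjamini-Hochberg adjustment over the 14712 genes, and a gene was called at an adjusted p below 0.05. Because HOM was always in Cy3, a fold change against HOM holds any gene-specific dye effect. That effect cancels in TEM vs SPA. All arrays were on 1 slide, so slide could not be a block. The number of arrays limits the precision of every value. The offset of normexp shrinks the fold changes of dim genes.

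The fit was tested on simulated data made from the real Cy3 signals, with 200 genes changed 2-fold or 4-fold in TEM and gene-specific noise taken from the real residuals. For TEM vs HOM, over 14712 genes, 77% of the 2-fold and 93% of the 4-fold changes were recovered, with 12 false calls among 182, and the fitted log2 changes had a slope of 0.70 on the true ones. For TEM vs SPA, over 14712 genes, the shares recovered were 47% and 86%, with 6 false calls among 139. For SPA vs HOM, where nothing was changed, 0 genes were called. These simulated arrays had independent noise on each array. The shares recovered hold for 200 changed genes, as the Benjamini-Hochberg cut loosens when more genes change. With few calls the cut is stricter, so the shares do not give the power of the real fit. In the real TEM vs HOM fit 72 genes had an absolute log2 fold change of at least 1, and 2 of them were called.

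The files give gene identifiers and do not pair them with names, descriptions or positions, so the planned tests of gene families were not run and genes appear by identifier. For each comparison the rule set beforehand names at most 2 genes that rose and 2 that fell, those with the largest log2 fold change among called genes that changed in the same direction on all 3 arrays and on all probes of the gene. For TEM vs SPA the 3 TEM and 3 SPA ratios must not overlap. Where no gene passes in a direction, the gene with the smallest p is given and said to fail. Further genes in counts of 5 or fewer were named after their values were seen. Where a gene was not well above background on any array of a group, this is said beside its ratio, as the size of such a change depends on the background correction and the normalization.

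The channels were also compared on their own. Each channel was corrected with normexp (offset 50) and quantile-normalized between the 6 arrays, with no use of the other channel. For each pair of arrays the log2 difference of every probe was taken, its trend with intensity was removed by lowess, and Spearman's rho was computed over 12709 genes between 2 probes of the same gene. A difference in RNA reaches both probes, whereas noise of single spots does not. For comparison, the second probe was also taken from the gene next in intensity. The arrays were parted into 2 sets by average-linkage clustering of the median absolute deviation of their Cy3 gene differences, with the number of sets fixed at 2. Both this grouping and the probe comparison were chosen after seeing the data. Chance values for comparisons that share HOM RNA came from 100 simulated draws of unchanged regimes with the fitted variance of each gene divided equally between the channels. Genes were drawn independently, so the simulated ranges may be too narrow for genes that vary together.

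The alternatives fixed before the data were examined were other background corrections, normalizations, filters on dim probes, rules for several probes, variance priors, array weights, the replicate number as a block, the row of the array on the slide, the series table, each array left out in turn, the Cy5 channel alone and a stricter threshold. The alternatives added after seeing the data were a fit with the 2 sets of matching Cy3 profiles as a term, a fit with the channels apart in which each set counted as 1 HOM sample, and a fit that kept the probes with several identifiers.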

Results

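Spider mites of the LS-VL strain had been kept on bean leaves at 23 °C for over 30 generations under 3 selection regimes that differed in how leaf patches were laid out. HOM was the unstressed control, on 9 patches renewed each week. SPA, labelled as spatially stressed, had 3 patches of the standard 20 cm² and 3 patches of double that size. TEM, labelled as stressed in space and time, had a constant total amount of leaf that was dealt out at random among 9 patches, so that patch size fluctuated. The labels describe HOM in 2 ways, as weekly renewed and as having changing resources, and the first is used here because they also call it the control. Whole-organism RNA of TEM and SPA mites was hybridised against HOM RNA on 3 arrays each. The design asks whether expression in either regime differs from the control, and both regimes can also be compared with each other.

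The median Cy5 intensity per array lay between 309 and 428, over a local background of 47 to 49. The median Cy3 intensity lay between 134.5 and 167.5, over a background of 29 to 31. Between 70.1% and 76.0% of the gene spots were well above background in Cy5 and between 66.0% and 71.3% in Cy3. No spot was saturated. The first TEM array was the lowest in both channels, and 0.962% of its spots were marked as non-uniform, against at most 0.0238% on any other array. It was the only array for which Feature Extraction asked for an evaluation of its quality.

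The HOM samples were compared with each other through the Cy3 channel, a comparison chosen after seeing the data. In the Cy5 channel, 2 probes of the same gene saw related differences between any 2 arrays, with Spearman's rho across genes between 0.492 and 0.617 over the 15 pairs. In the Cy3 channel this held for 8 pairs only, with rho between 0.381 and 0.503. For the other 7 pairs rho lay between 0.00766 and 0.0388, so that 2 probes of a gene saw nearly unrelated Cy3 differences. Genes are not independent replicates, and rho serves here as a description. The 7 pairs joined the arrays into 2 sets: TEM replicates 1 and 2 with SPA replicates 2 and 3, and TEM replicate 3 with SPA replicate 1. By the SD of the Cy3 gene differences, the first TEM array lay far from both sets, at 0.397 to 0.399 from its own set and 0.435 to 0.439 from the other, so its place in a set rests on measures less open to extreme values. In a fit added after seeing the data, each set was counted as 1 HOM sample, which leaves 2 HOM samples in place of the 3 that the labels give. That fit takes the channels apart, so effects shared by both channels of an array do not cancel in it. The planned fit, given first for each comparison, treats the 6 log ratios as independent.

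**Figure D1:**
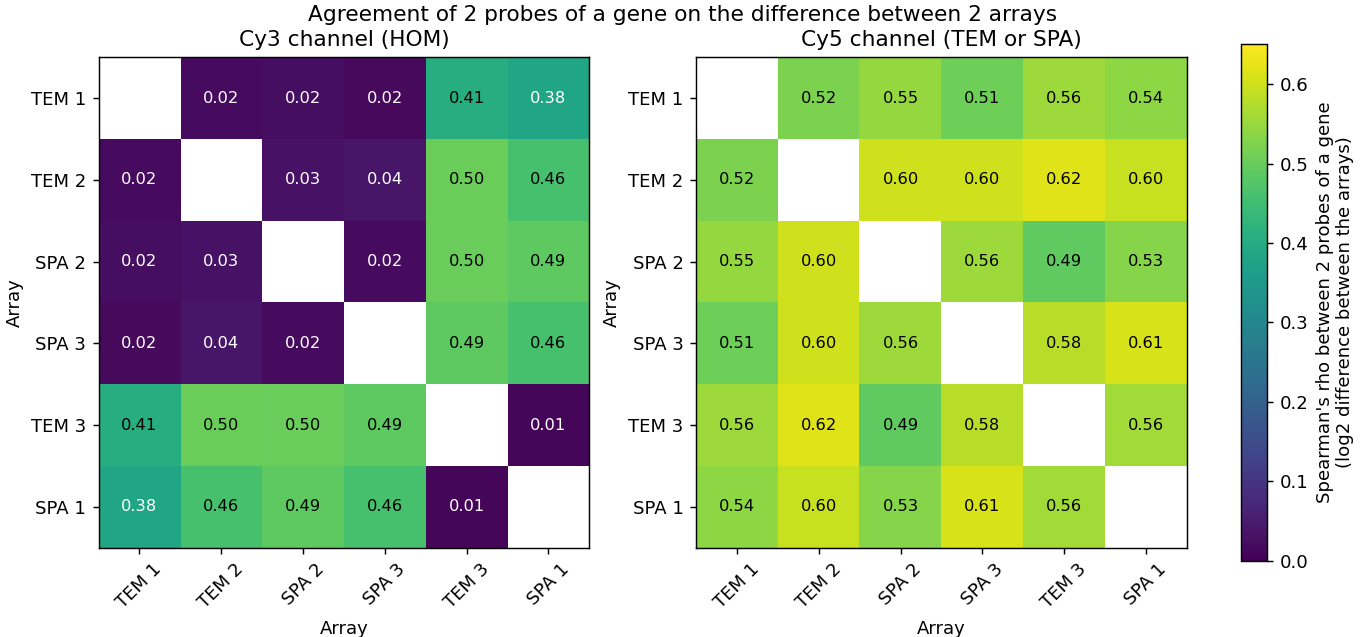
Spearman's rho, across 12709 genes, between 2 probes of a gene in the log2 difference between 2 arrays, for the Cy3 channel (left, HOM RNA) and the Cy5 channel (right, TEM or SPA RNA), with the arrays ordered by set. In Cy3 the 7 pairs within a set lie at or below 0.0388 and the 8 pairs between the sets at or above 0.381, while all 15 Cy5 pairs lie at or above 0.492.

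In the comparison of TEM with HOM, limma called 4 of 14712 genes, all of them lower in TEM, and 2 of these changed at least 2-fold. At an unadjusted p below 0.05 there were 3035 genes, 1621 higher and 1414 lower, where 736 would be expected from independent arrays and 1655.5 was the median of the simulated unchanged regimes that shared 2 HOM samples. Those simulations called a median of 0 genes and at most 5. With HOM counted as 2 samples, 0 genes were called, with 1094 at an unadjusted p below 0.05. The alternative that moved the count most was median centring in place of loess, which called 9821 genes. The count also depended on single arrays. It was 429 without TEM replicate 3 and 10 without SPA replicate 1, and it was 0 without TEM replicate 1, TEM replicate 2 or SPA replicate 2.

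By the rule, tetur36g00200 and tetur36g00190 fell most in TEM. The log2 ratio of tetur36g00200 was -1.67 ± 0.30 (SD, n = 3 arrays), with a standard error of 0.13 in the fit and a limma adjusted p of 0.0313. It was lower on 3 of 3 arrays and its 3 probes gave between -1.73 and -1.61. The log2 ratio of tetur36g00190 was -1.58 ± 0.23 (SD, n = 3 arrays), with a limma adjusted p of 0.0374, lower on 3 of 3 arrays. With HOM counted as 2 samples the limma adjusted p was 0.169 for both genes, and over all alternatives it ranged from 0.00235 to 0.235 for tetur36g00200 and from 0.00235 to 0.255 for tetur36g00190. The other 2 called genes were named after their values were seen. The log2 ratio of tetur14g03160 was -0.87 ± 0.09 (SD, n = 3 arrays), lower on 3 of 3 arrays, with a limma adjusted p of 0.0374. Its TEM level was not well above background on any TEM array, and its log2 ratio ranged from -3.74 to -0.62 over the alternatives, so the size of this change is not determined. The mean log2 ratio of tetur26g00610 was -0.92 ± 0.10 (SD, n = 3 arrays), with a limma adjusted p of 0.0266, but its 3 probes disagreed and ranged from -1.97 to 0.15. No gene was called higher in TEM. The higher gene with the smallest p was tetur11g06050, with a log2 ratio of 1.20 ± 0.35 (SD, n = 3 arrays), higher on 3 of 3 arrays. It failed the threshold with a limma adjusted p of 0.0514.

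In the comparison of SPA with HOM, limma called 13 of 14712 genes, 3 higher and 10 lower in SPA, and 5 of them changed at least 2-fold. Each of the 13 had the same sign on all 3 SPA arrays and on all of its probes. Their absolute log2 fold changes ranged from 0.56 to 2.00. At an unadjusted p below 0.05 there were 2041 genes, 1021 higher and 1020 lower, against 736 expected from independent arrays and a median of 1654.5 in the simulated unchanged regimes that shared 2 HOM samples. Those simulations called a median of 0 genes and at most 7. With HOM counted as 2 samples, 0 genes were called, with 755 at an unadjusted p below 0.05. Median centring moved this count most as well, to 8504 genes. Leaving out any array lowered the count. It was 0 without TEM replicate 1 or SPA replicate 1, 1 without TEM replicate 2 or SPA replicate 2, 3 without SPA replicate 3 and 4 without TEM replicate 3.

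By the rule, tetur01g03830 and tetur36g00200 fell most in SPA. The log2 ratio of tetur01g03830 was -2.00 ± 0.68 (SD, n = 3 arrays), with a limma adjusted p of 0.049, and ranged from -2.53 to -1.24 over the arrays. The log2 ratio of tetur36g00200 was -1.96 ± 0.23 (SD, n = 3 arrays), with a limma adjusted p of 0.018. The genes that rose most were tetur30g01300, with a log2 ratio of 0.94 ± 0.06 (SD, n = 3 arrays) and a limma adjusted p of 0.0471, and tetur07g07150, with a log2 ratio of 0.78 ± 0.14 (SD, n = 3 arrays) and a limma adjusted p of 0.0363. All 4 genes changed in the same direction on 3 of 3 arrays. In the fit with HOM counted as 2 samples the limma adjusted p was 0.292 for tetur01g03830, 0.132 for tetur36g00200, 0.357 for tetur30g01300 and 0.518 for tetur07g07150. Over all alternatives it ranged from 0.00428 to 0.389 for tetur01g03830, from 0.00426 to 0.389 for tetur36g00200 and tetur30g01300, and from 0.00426 to 0.518 for tetur07g07150. The third gene called higher, tetur04g09513, was named after its values were seen. Its log2 ratio was 0.56 ± 0.04 (SD, n = 3 arrays), higher on 3 of 3 arrays, with a limma adjusted p of 0.0497. HOM was not well above background for it on any SPA array, and its log2 ratio ranged from 0.07 with median centring to 2.90 with the series table, so the size of this change is not determined.

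**Figure D2:**
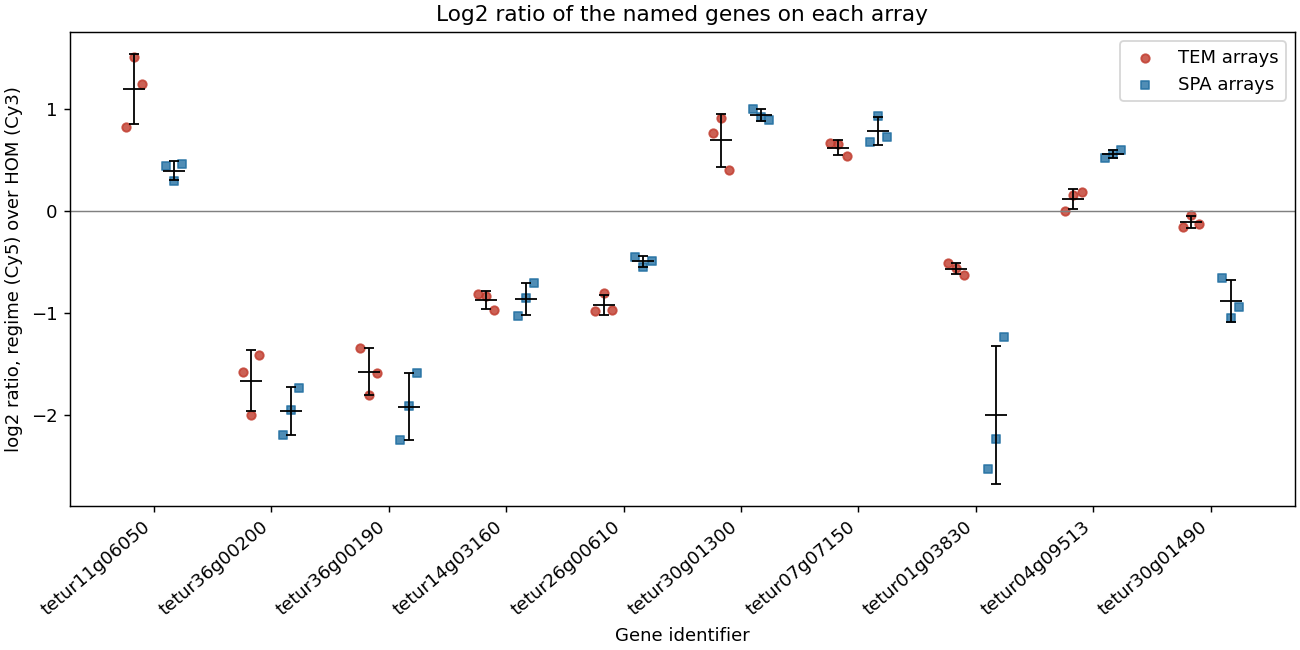
Log2 ratio of the regime (Cy5) over HOM (Cy3) for the 10 named genes on each of the 3 TEM arrays (circles) and 3 SPA arrays (squares), with the mean and SD in black. tetur36g00200 and tetur36g00190 lay at or below -1.34 on all 6 arrays, while the ratios of tetur01g03830 fell to between -2.53 and -1.24 on the SPA arrays.

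The log2 fold changes of TEM vs HOM and SPA vs HOM were correlated across the 14712 genes, with Pearson's r of 0.682 and Spearman's rho of 0.582. Genes are not independent replicates, and no p is given. Both comparisons share the control and the dye orientation. For unchanged regimes, the simulated r had a median of 0.0034 with a separate HOM sample on each array, 0.499 with HOM shared by replicate number, and 0.63, with a range of 0.600 to 0.657, with the 2 HOM samples that the Cy3 profiles gave. The observed r was thus 0.682 against at most 0.657, and it was 0.466 in the fit with HOM counted as 2 samples and 0.901 with median centring, the alternative that moved it most. The sign of the fold change was the same for 71.4% of the genes, within the range of 70.6% to 72.4% in the simulations with 2 HOM samples. At an unadjusted p below 0.05 in both comparisons there were 1067 genes, 1059 of them changed in the same direction, against a median of 632.5 and at most 691 in these simulations. 3 genes were called in both comparisons, all lower than HOM, against a median of 0 and at most 2 in the simulations with 2 HOM samples. They were tetur36g00200, tetur36g00190 and tetur14g03160, the last named after its values were seen. The first 2 have neighbouring identifiers and fell by like amounts, so they may not be separate events. As the simulations drew genes independently, 3 against at most 2 does not show an excess. In SPA the log2 ratio of tetur36g00190 was -1.92 ± 0.33 (SD, n = 3 arrays) and that of tetur14g03160 was -0.86 ± 0.16 (SD, n = 3 arrays), with SPA well above background on 1 of 3 arrays for the latter. The number called in both was 0 with HOM counted as 2 samples and 7700 with median centring. It was also 0 without TEM replicate 1, TEM replicate 2, SPA replicate 1 or SPA replicate 2, 2 without SPA replicate 3 and 4 without TEM replicate 3.

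**Figure D3:**
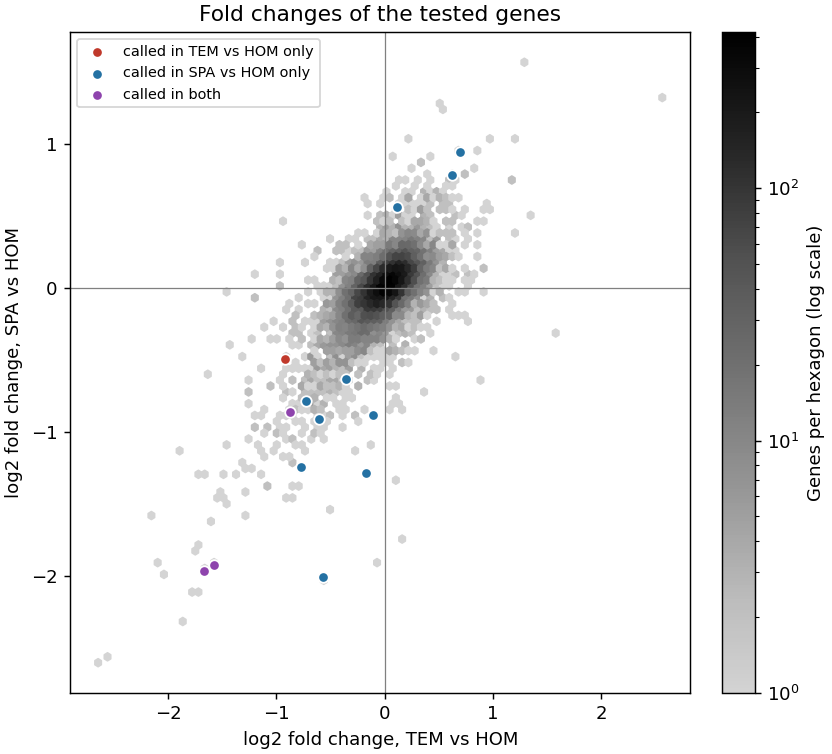
Log2 fold change of TEM vs HOM (horizontal axis) and SPA vs HOM (vertical axis) for the 14712 tested genes, shaded by the number of genes per hexagon on a log scale. Coloured points mark the genes called in either comparison, 3 of them in both, and r was 0.682 across all genes.

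In the comparison of TEM with SPA, in which dye effects cancel, limma called 0 of 14712 genes. At an unadjusted p below 0.05 there were 436 genes, 234 higher and 202 lower in TEM, against 736 expected from independent arrays and a median of 310 in the simulated unchanged regimes that shared 2 HOM samples. The smallest adjusted p was 0.978. Both values depended on single arrays, although 0 genes were called without any 1 of them. Without TEM replicate 3 there were 1874 genes at an unadjusted p below 0.05 and the smallest limma adjusted p was 0.113, and without SPA replicate 3 these were 395 and 0.10. Without any of the other 4 arrays there were between 299 and 394 genes, and the smallest limma adjusted p was 0.869 or more. With the 2 sets of HOM samples as a term in the fit, an alternative chosen after seeing the data, 0 genes were called and 780 had an unadjusted p below 0.05, with a smallest limma adjusted p of 0.192. With HOM counted as 2 samples, also chosen after seeing the data, these values were 0, 877 and 0.424. In that fit the fold change of TEM vs SPA compares Cy5 levels and holds no HOM level. With array weights the values were 0, 1236 and 0.565. The alternative that moved the count was the Cy5 channel alone, with 1 gene called. The gene with the smallest p among those higher in TEM was tetur30g01490, which had a log2 ratio against HOM of -0.11 ± 0.06 in TEM and -0.89 ± 0.21 in SPA (SD, n = 3 arrays each). Among those lower in TEM it was tetur04g09513, with 0.12 ± 0.10 in TEM and 0.56 ± 0.04 in SPA (SD, n = 3 arrays each), where the SPA ratios rest on a HOM signal that was not well above background on any SPA array. Both failed the threshold, with a limma adjusted p of 0.978. For tetur01g03830, which was called in SPA vs HOM and not in TEM vs HOM, TEM minus SPA was 1.44 and the limma adjusted p was 0.978, so a difference between the regimes was not shown.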

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

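The tests of spot defects and of a separate HOM sample on the first TEM array were chosen only after the result was seen. The comparison with negative control spots was fixed before its result was seen.

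In 4 of 6 technical measures the first TEM array lay far from the other 5, by the gap to its nearest neighbour over the whole range of the 6 arrays. Its share of non-uniform Cy3 spots was 0.4795%, against 0.00476% to 0.00794% on the other arrays. Its median Cy3 spot variation (CV) was 20.22%, against 11.2% to 12.4%. Its median Cy3 intensity was 134.5, against 156.5 to 167.5, and the slope of its spike-in controls was 0.9156, against 0.958 to 0.968. Among the Cy3 levels of the 10 named genes, that of tetur07g07150 was also apart, at 7.619 on the log2 scale against 7.35 to 7.42. Of 16 measures examined 5 stood out, where chance would give about 1 in 20. The tables argue against a HOM RNA of its own on this array: between it and the other arrays of its set, rho between 2 probes of a gene in the Cy3 difference was at most 0.024, whereas it was 0.381 and 0.405 against the arrays of the other set. Defects of spots that reach both channels are a candidate explanation. The deviations of the Cy3 and Cy5 channels from the other arrays correlated at 0.852 across genes on this array and at most at 0.369 on the others. How far such a defect cancels in the ratio was not tested. The array weights of limma gave this array 1.05, against 0.42 to 2.10 for the others. Whether the defect arose in hybridisation, washing or scanning stays open. As HOM RNA is the same regime on all arrays, no biological explanation was tested.

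Probes that entered no comparison also gave signal. Of the 715 probes without a gene identifier, 139 were well above background in either channel on at least 3 arrays, and of the 3703 probes with several identifiers 2941 were. These are shares of 19.4% and 79.4%, beside 74.6% of the probes with 1 identifier. Negative control spots were well above background in 0.325% of cases, which argues against background that any spot gives. What the probes without an identifier detect stays open: they could report transcripts outside the gene models or match several genes in part, and their sequences were not analysed here. Fitted on their own, the probes without an identifier gave 0 calls in each of the 3 comparisons, with 15 at an unadjusted p below 0.05 in TEM vs HOM and 15 in SPA vs HOM. The probes with several identifiers gave 0 calls in TEM vs HOM, 1 in SPA vs HOM and 0 in TEM vs SPA. No biological explanation was tested.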

How the results depend on the processing

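The fits with the 2 sets of matching Cy3 profiles as a term, with HOM counted as 2 samples and with probes of several genes kept were chosen after seeing the data; the other alternatives were fixed before the data were examined. Where a count moved by more than 1.5 times, the cause was not tested unless it is given.

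Agilent's processed signals called 22 genes for TEM vs HOM, 17 of them higher, and 37 for SPA vs HOM, 26 of them higher, with 13 in both. The series table, which holds Agilent's log10 ratios, called 22, 42 and 13, with 17 and 27 of the first 2 counts higher. These splits differ from 0 of 4 and 3 of 13 higher in the planned fit. Median centring in place of loess called 9821, 8504 and 7700 genes, and r was 0.901. It moved the median log2 fold change of all genes to 0.216 for TEM and 0.171 for SPA, since it leaves in the dependence of the ratio on intensity that loess removes, and 6427 of the 9821 and 5231 of the 8504 were higher. Scaling the arrays to one spread called 0 genes for TEM, 80 for SPA and 0 in both. Without the filter on dim probes, which raised the number tested to 17793, the counts were 1, 8 and 0. The brightest probe of each gene gave 2 for TEM, and a test per probe gave 13 for TEM and 23 for SPA. With only the arrays of the comparison, which leaves 2 residual degrees of freedom in each fit, 0 genes were called in each comparison with HOM and 0 in both. The row on the slide as a covariate gave 0, 1 and 0, and an intensity trend with robust variances gave 0, 0 and 0. Array weights gave 33, 241 and 25. At an adjusted p below 0.01, 0 genes were called in any comparison.

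With the replicate block the counts were 0 for TEM, 0 for SPA and 0 in both. The replicate numbers did not pair the samples: the deviations of same-numbered TEM and SPA arrays from their group means correlated at -0.185, 0.183 and -0.385.

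With the 2 sets as a term the counts were 79, 106 and 44, and all 4 genes of TEM and 13 of SPA were among them. That term removes the difference between the HOM samples from the error, so these calls concern the mean of these 2 HOM samples. With HOM counted as 2 samples, which puts the HOM spread into the error, the counts were 0, 0 and 0, and r was 0.466. That fit also takes the channels apart, so spot effects shared by both channels of an array no longer cancel. On the first TEM array the deviations of the 2 channels correlated at 0.852. The lower counts and r can thus not be ascribed to the number of HOM samples alone. Keeping the probes of several genes gave 8 for SPA, over 16220 items tested.

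Leaving out each array in turn gave 0 to 429 genes for TEM vs HOM, 0 to 4 for SPA vs HOM and 0 to 4 in both. The 429 came without TEM replicate 3, when both remaining TEM arrays carried the same HOM set. For TEM vs SPA, 0 genes were called under 24 of 25 alternatives, and the Cy5 channel alone called 1, higher in TEM. The 24 include the stricter threshold, whose 0 follows from the 0 of the planned fit. Under the other 21 of 23 alternatives r lay between 0.555 and 0.690. The replicate block, the trend with robust variances and the fit of only the arrays of the comparison leave the fold changes untouched, so r says nothing about them.

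For the 14 named fold changes, 332 values under alternatives gave 0 reversals: 196 kept their side of the threshold, 128 lost it and 8 gained it. The 196 include 16 of tetur11g06050 in TEM, and 24 of tetur30g01490 and 23 of tetur04g09513 in TEM vs SPA. These were not called in the planned fit, so all 128 losses fell on the called fold changes. The 84 values with an array left out could not reverse, as the ratios of each gene had the same sign or did not overlap. The gains were all of tetur11g06050 in TEM, whose adjusted p ranged from 0.00235 to 0.255. For tetur36g00200 the log2 fold change ranged from -1.79 to -1.15 in TEM and from -2.12 to -1.59 in SPA. Signal over background limits tetur14g03160 and tetur04g09513, which had no value under the strict filter. The log2 fold change ranged from -3.74 to -0.62 for tetur14g03160 in TEM and from 0.07 to 2.90 for tetur04g09513 in SPA. The planned tests of gene families and their alternatives were not run, as the files give no descriptions.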

Other observations

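The tests of the Cy3 sets, of neighbouring identifiers, of dye bias and of shared HOM RNA were chosen or read only after the result was seen; those of other splits of the arrays were written before, but mirror exchanges in the count for both comparisons were merged after its first result was seen.

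The 6 Cy3 channels, all labelled as HOM, fell into 2 sets. The gene levels differed by a median absolute deviation of 0.0571 to 0.0993 log2 units within a set and of 0.121 to 0.171 between the sets, while the 15 pairs of Cy5 channels lay between 0.155 and 0.346. Other measures part the first TEM array from both sets. The SD of the Cy3 gene differences was 0.0732 to 0.0801 within a set and 0.197 to 0.201 between the sets among the other 5 arrays, but 0.397 to 0.399 between the first TEM array and its own set and 0.435 to 0.439 between it and the other. Its gene-centred Cy3 profile correlated at -0.544 to -0.515 with its own set and at -0.597 and -0.571 with the other. A candidate explanation is that each set is 1 HOM RNA sample hybridised to several arrays, 4 in one set and 2 in the other. That fits the rank correlation between 2 probes of a gene, which reached at most 0.0388 within a set. An artefact of hybridisation or scanning that follows spots or intensity and not genes is argued against by the pairs between the sets, where 2 probes of a gene correlated at 0.381 or more, while probes of different genes with like intensity correlated at -0.0125 to 0.0248. An artefact that acts on whole genes, such as one of labelling, or on sequence that both probes of a gene share stays open. HOM samples that follow the replicate number are also argued against, since 1 of 3 same-numbered pairs of TEM and SPA arrays lay in a single set. It stays open whether the third HOM sample was not hybridised, was pooled with another or was on arrays not analysed here. A level of spot noise was tried first as the yardstick and did not separate pairs within a set from pairs between the sets. The same probe on 2 spots of an array differed in Cy3 by a median absolute deviation of 0.155 to 0.189, and the same spot on 2 arrays by 0.087 to 0.117 within a set and 0.150 to 0.182 between the sets, so that pairs of both kinds lay near or under that noise, although the 2 ranges do not overlap. The agreement of 2 probes of a gene took its place after this was seen. The correlations between the log ratios of the arrays, across genes, were 0.415 to 0.649 for the 7 pairs within a set and 0.0569 to 0.275 for the 8 pairs between the sets.

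Setting aside the first TEM array, 52 genes differed at least 2-fold in Cy3 level between the sets, 41 of them higher in the larger set, and 10 differed at least 4-fold. The first TEM array, which had no part in choosing these genes, followed the set difference with a slope of 0.941 (0.880 to 0.994 over 1000 bootstrap draws of genes), where 1 is the mean of the other arrays in the larger set. The gene furthest apart, named after its values were seen, was tetur13g04160. Its Cy3 log2 level was 10.86, 10.65, 10.79 and 10.80 on TEM replicates 1 and 2 and SPA replicates 2 and 3, and 6.97 on both TEM replicate 3 and SPA replicate 1. None of the 14 genes called against HOM was among the 52. This was nearly fixed beforehand, as each regime had arrays of both sets and such a gap enters the error of the fit. It does not show that the calls are free of the difference between the sets. Of the 52 genes, 16 had another of them within 5 tested identifiers, against a median of 2 and at most 12 in 10000 random lists of similar Cy3 level, which argues against genes scattered at random over the identifiers. Co-regulated neighbours, a difference in sample makeup or signal shared between similar genes may each give such groups, and these could not be separated with identifiers alone. The 2 sets are no groups of the design, and no biological explanation was tested.

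The correlation of the 2 comparisons with HOM may come in part from the shared HOM samples. The observed r of 0.682 lay above the highest simulated value of 0.657, and the 1067 genes at an unadjusted p below 0.05 in both comparisons lay above the highest simulated number of 691, while the share of genes with the same sign, 71.4%, lay within the simulated range. The excess would go with more than shared HOM RNA. The simulation assumed equal variance in both channels and independent genes. It also took its variances from a fit without the sets, so it cannot settle this alone. TEM and SPA arrays of different sets would share no HOM sample if each set is 1 sample. Their log ratios still correlated across genes, at 0.192, 0.111, 0.275 and 0.230. With a separate HOM sample on each array, the simulated r of the fold changes lay between -0.049 and 0.059. The correlations of these pairs lay above that range. The simulation drew each gene independently, and genes that vary together could widen the range. Shared HOM RNA as the whole cause is thus not excluded. How much of r shared HOM RNA accounts for was not determined. Dye bias set by the sequence of each probe, as the whole cause, is argued against by 2 probes of a gene, which agreed in the mean fold change of both comparisons with a rho of 0.590, about as well as in TEM minus SPA, where dye bias cancels, with 0.589. A share of such bias stays open, as its size was not determined. Dye bias that reaches both probes of a gene stays open even as the whole cause, since 2 probes would agree on it. A shared response of both regimes, which the design would allow, also stays open.

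Other splits of the arrays could not exclude chance for the counts against HOM, as the design is too small. For TEM vs SPA the test says nothing: the real count was 0, so 10 of 10 splits of the 6 arrays have as many by definition. At an unadjusted p below 0.05, 5 of 10 had at least the 436 genes of the real split. The 4 splits that put both arrays of the smaller HOM set on one side had 2554, 1112, 897 and 427 genes, and the other 6, the real one included, had between 235 and 885. Their ranges overlap, and 1 gene was called in the split with 2554, of TEM replicates 1 and 2 and SPA replicate 3 against the rest. With the sets as a term, TEM vs SPA had 0 genes called and 780 at an unadjusted p below 0.05. Exchanging TEM and HOM within arrays gave as many genes as the real labels in 1 of 4 ways, the real one. The same exchange for SPA and HOM gave 1 of 4, and for genes called in both comparisons 1 of 16.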
